A study of Mus musculus with 2 samples. Its data were reported in "CD103–CD8+ T cells promote neurotoxic inflammation in Alzheimer’s disease via granzyme K–PAR-1 signaling" (2025).

How the data were processed

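Single-cell RNA sequencing was performed on the meninges, the membranes that enclose the brain, of female mice of 2 strains. WT mice were of the B6129SF2/J strain, the mixed-background control. The 3xTg-AD mice, a model of Alzheimer's disease, carried mutated forms of APP, presenilin 1 and tau. Each strain gave 1 library, made from a pool of 8 mice. Viable cells were sorted for CD45, the pan-leukocyte antigen, after enzymatic digestion. The deposited sample protocol describes the sorted cells as high in CD45, whereas the study's methods describe those of the meninges as CD45-positive. From the sorted cells, 10000 cells per library were loaded on the 10x Genomics droplet system (3' chemistry, version 3.1) with 4000 cells as the target.

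According to the submitters' processing notes and the study's methods, the authors processed the reads with Cell Ranger 6.0.1 on the mm10 mouse reference. The files deposited by the authors hold raw UMI counts per gene and barcode, that is, counts of distinct mRNA molecules, with no normalization and before any barcode was called a cell. Everything after that count was computed here: the calling of cells, the filters, the clusters, the names of cell classes and the comparison. The study's own list of cells and their names were not used here.

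Cells were called with the published scheme of Cell Ranger, rebuilt here. Barcodes with at least 0.1 of the 99th percentile of the top 4000 barcodes were taken first, which set the minimum at 2843 UMIs in the WT library and 3193 in the 3xTg-AD library. Barcodes with at least 500 UMIs were then tested against the profile of empty droplets (ranks 45000 to 90000) with 10000 simulations, at a false discovery rate of 0.01. Called cells with under 200 genes or over 10% of UMIs from mitochondrial genes were removed. Doublets were scored against simulated doublets in the manner of Scrublet, and the highest scores were removed at 0.8% per 1000 cells left after these filters. Both libraries were clustered together with no batch correction, since library and strain were one factor: 10000 UMIs per cell, log scale, 2000 variable genes, 30 principal components, 15 neighbours and Leiden clusters at resolution 1. Clusters were named from marker lists fixed before the data were examined. A class name needed at least 3 detected markers, a score of at least 0.5 and no other class with more markers among the 10 leading genes. Where the leading genes tied, a margin of 1 log2 unit over the next class was required. The margin was raised from 0.5 and the rule for ties was set after the clusters had been seen. Names end in "-like" because they rest on RNA markers only. CD8 T-like cells were clustered again with 20 principal components and named with the 5 subsets that the study describes. Another measure of CD8 T cells used no clusters: a Cd8a or Cd8b1 UMI, a UMI of a CD3 gene and no Cd4 UMI.

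UMIs were summed over the cells of a class in each library and scaled by the total of that class and library to CPM, the usual unit of depth-scaled counts. Intervals (95%) are exact Poisson for a CPM, exact for the ratio of 2 Poisson counts, and Clopper-Pearson for a share of cells. The range of an odds ratio comes from the ends of both shares' intervals. A count of 0 was set to 3 UMIs for a ratio, which is then a bound that leaves out the counting error of the other count, and the limit of the exact interval, which includes it, is given beside it. With 1 library per strain there was no replicate check, so no p-value or standard error is given, and counts of genes apart describe these 2 libraries. Shares of cells with a UMI of a gene that are given as thinned were measured after each cell was thinned to 1500 UMIs, with shallower cells left out. Other counts and shares of cells with a UMI are of cells that were not thinned. Genes were placed with the GENCODE vM21 annotation of GRCm38, which matched 32235 of 32285 gene identifiers and all 38 of the genes named by rule.

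The genes named in the text followed a rule fixed with the marker lists. In CD8 T-like cells these were the 10 genes with the highest and the 10 with the lowest ratio, and in each other class with at least 100 cells in each library the 3 highest and 3 lowest. They needed at least 100 UMIs over both libraries and a 2-fold difference. Immunoglobulin and T cell receptor segments, mitochondrial genes and model or clone symbols were left out, as were genes under 0.1 of their highest level in another class of the library. Added whatever their values were the genes that the study follows and up to 4 members of each described list. Gene lists were fixed at the same time: granzymes and cytotoxic effectors, tissue residency, recirculation, residency transcription factors and residency cytokines named by the study, exhaustion and inhibitory receptors, interferon-stimulated genes, interferon-gamma-inducible genes, immediate early and dissociation stress, heat shock, MHC class I, MHC class II, adhesion and LFA-1, lysosomal and lipid-associated myeloid genes, border-associated macrophage genes, pro-inflammatory cytokines and chemokines, neutrophil granule genes, nuclear oxidative phosphorylation, glycolysis, proliferation, host genes of the transgenes, thrombin and protease-activated receptors, T helper subsets, mitochondrially encoded genes, polymorphic immune families, ribosomal proteins, and platelet and stromal background. The 2 lists named by the study were drawn by its authors from work that includes these libraries and are not independent evidence. For each list with at least 3 members of at least 20 UMIs in a class, the median log2 ratio is given with its percentile among 10000 random lists of the same size, matched on mean expression in 25 bins. The percentile describes these libraries and is not a test.

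The steps were tested on simulated data. For the sums, counts were drawn for 6471 genes from all called cells of 3xTg-AD against WT. The median log2 ratio was 1.01 for 100 genes made 2-fold higher and 2.03 for 100 genes made 4-fold higher, and 95.2% of intervals held the true ratio. The counts were Poisson draws, as the intervals assume, so that share checks the computation and not the spread between cells. In the same comparison, a list of 15 genes made 1.5-fold higher reached the percentile 100 with a median of 0.58, and 0 of 26 unchanged lists lay outside the central 95%. In WT cells, with 32285 genes, 0.4% of 500 simulated empty droplets and 100% of 500 thinned cells were called cells, and 72.7% of 150 simulated mixed doublets were among the 300 highest scores. For the correction between libraries, a Harmony-type step lowered the share of neighbours from the same simulated part of the WT cells from 59.7% to 49.4%. That split was far weaker than the 90.7% of neighbours from their own library in the real CD8 T-like cells. The simulated parts also had no biological difference, so the check does not show how far the step removes the real split or keeps biology. The share after correction of the real cells was not measured.

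Results were also computed with a fixed minimum of 1000 or 500 UMIs, a mitochondrial share of at most 5% or 20%, doublets kept, cluster resolutions of 0.5 and 2, each library clustered on its own, the per-cell CD8 gate, scaling by the median of gene ratios, and thinning before the sum. Added after the data were seen were an unnamed cluster led by Gzma and S1pr5 counted with the CD8 T-like cells, a naming margin of 0.5, clustering without genes that differed between the libraries in other classes, and a Harmony-type correction of the CD8 T-like cells. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.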

Results

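To ask how the leukocytes of the meninges, and CD8+ T cells above all, differed between WT and 3xTg-AD mice, cells of both strains sorted for CD45 were profiled by droplet single-cell RNA sequencing. Each group had 1 library, from a pool of 8 mice, so no difference in the text has a replicate check and every value describes these 2 libraries. Intervals are 95% and cover counting error only. The WT library held 36902034 UMIs over 1286413 barcodes, of which 7360 were called cells. The 3xTg-AD library held 31841838 UMIs over 1196341 barcodes, of which 5266 were called cells. Both numbers are above the target of 4000 cells, and called cells carried 88.4% and 88.5% of the UMIs. After filters and the removal of doublets, 6012 WT cells (median 3615 UMIs and 1523 genes) and 4145 3xTg-AD cells (median 4085 UMIs and 1629 genes) remained. The median mitochondrial share of called cells was 4.02% in WT and 5.70% in 3xTg-AD, and 1020 of 7360 and 969 of 5266 called cells were over the 10% limit.

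The composition of the sorted cells differed between the libraries. Gamma-delta T-like cells made up 2.79% (2.39 to 3.24) of the WT library and 7.02% (6.26 to 7.84) of the 3xTg-AD library, an odds ratio of 2.63 (1.99 to 3.47). Neutrophil-like cells were 6.15% and 9.46% (odds ratio 1.59, 1.29 to 1.97) and macrophage-like cells 4.04% and 5.65% (1.42, 1.09 to 1.85). CD4 T-like cells were lower in 3xTg-AD, at 25.5% (1534 cells) against 16.8% (695 cells), with an odds ratio of 0.588 (0.511 to 0.677), as were group 2 innate lymphoid (ILC2)-like cells at 15.6% and 13.3% (0.831, 0.707 to 0.975). CD8 T-like cells were 15.2% of the WT library (913 cells) and 13.8% of the 3xTg-AD library (571 cells), an odds ratio of 0.892 whose range of 0.760 to 1.05 includes 1. B-like cells (6.42% and 7.19%, odds ratio 1.13, 0.902 to 1.41) and NK-like cells (5.07% and 5.09%, odds ratio 1.00, 0.775 to 1.30) likewise differed by less than counting error. Among the smaller classes, proliferating cells were 2.51% and 1.30% (odds ratio 0.512), mast-like cells 0.466% and 1.09% (2.35), and microglia-like cells numbered 2 and 16. Dendritic-like cells were 1.28% and 2.12% (1.67). With each library clustered on its own, the dendritic odds ratio was 0.919, and the ranges of CD4 T-like (0.869, 0.7504 to 1.01), ILC2-like (0.877, 0.748 to 1.03), macrophage-like (1.30, 0.995 to 1.69) and proliferating cells (0.618, 0.364 to 1.03) included 1. The direction of the CD8 odds ratio depended on the settings: it was 1.20 (0.999 to 1.44) with at most 5% and 1.34 (1.16 to 1.55) with at most 20% of UMIs from mitochondrial genes, but 0.789 (0.681 to 0.914) with a per-cell gate. At the 5% limit the gamma-delta odds ratio was 1.35 with a range of 0.892 to 2.02 that includes 1, and the odds ratio was 0.311 for CD4 T-like, 0.743 for B-like, 2.63 for neutrophil-like and 2.41 for macrophage-like cells.

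**Figure D1:**
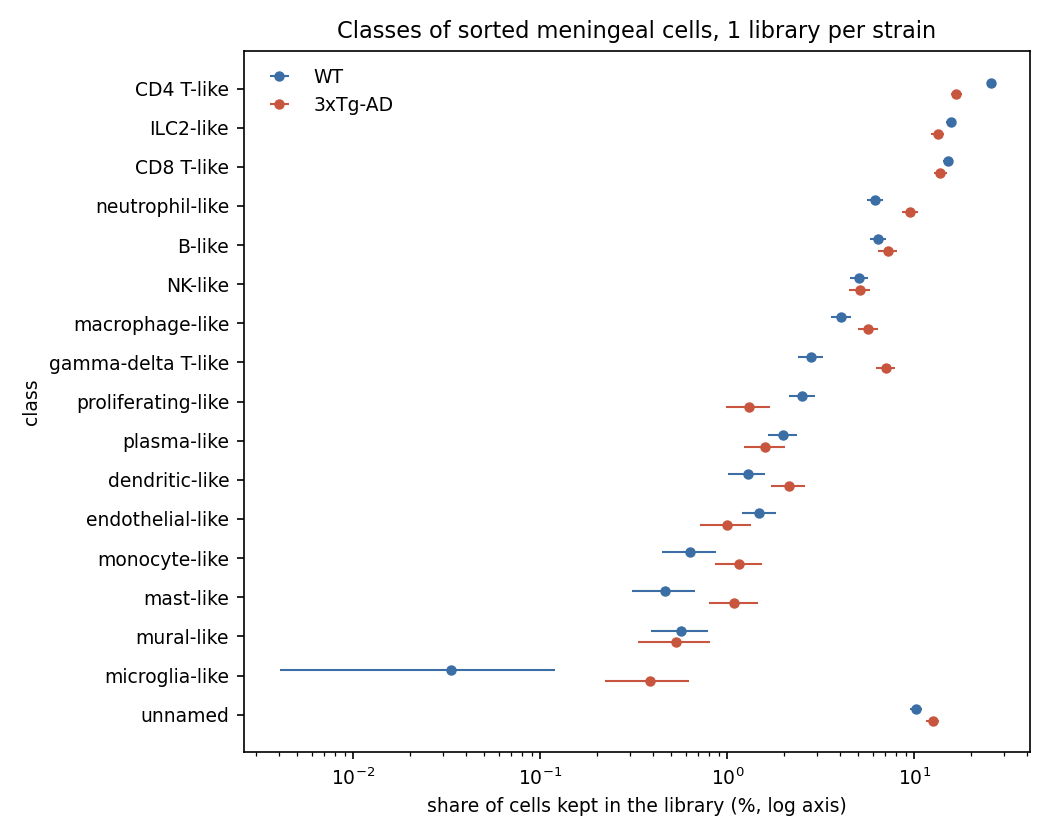
Share of each class among the cells kept in each library (log axis, percent; points are shares and bars exact 95% binomial intervals, 1 library per strain). Gamma-delta T-like cells stand at 2.79% in WT and 7.02% in 3xTg-AD, and CD4 T-like cells at 25.5% and 16.8%.

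Cells of 1 class often fell into separate clusters by library. Of 33 clusters, 25 could be named, giving 16 classes, and 8 (615 WT and 520 3xTg-AD cells) stayed unnamed. In 8 clusters, with 3990 cells together, over 80% of cells came from 1 library. CD8 T-like cells split plainly: cluster 3 held 90.1% of those of the WT library and cluster 4 held 94.2% of those of the 3xTg-AD library. The leading genes of cluster 3 included Itga1, which encodes CD49a, Gzmb and Nkg7, and those of cluster 4 Eomes, Gzmk, Tox and Nr4a2. Clustering was repeated, after the data were seen, without 98 genes at least 1.5-fold apart the same way in B-like, neutrophil-like and macrophage-like cells. It still put 87.3% of WT and 89.0% of 3xTg-AD CD8 T-like cells in a leading cluster of their own. Genes that differed in only some of those classes stayed in, so not every difference between the libraries was removed. CD4 T-like cells also differed in make-up: cluster 1, led by Cd40lg, Trat1 and Cxcr3, held 824 of 1534 WT and 90 of 695 3xTg-AD cells, and cluster 9, led by Tnfrsf4, Foxp3 and Ctla4, 231 and 185. ILC2-like cells were split as well, with 98.8% of WT cells in cluster 0, led by Arg1, and 70.0% of 3xTg-AD cells in cluster 10, led by Areg, Lif and Csf2.

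**Figure D2:**
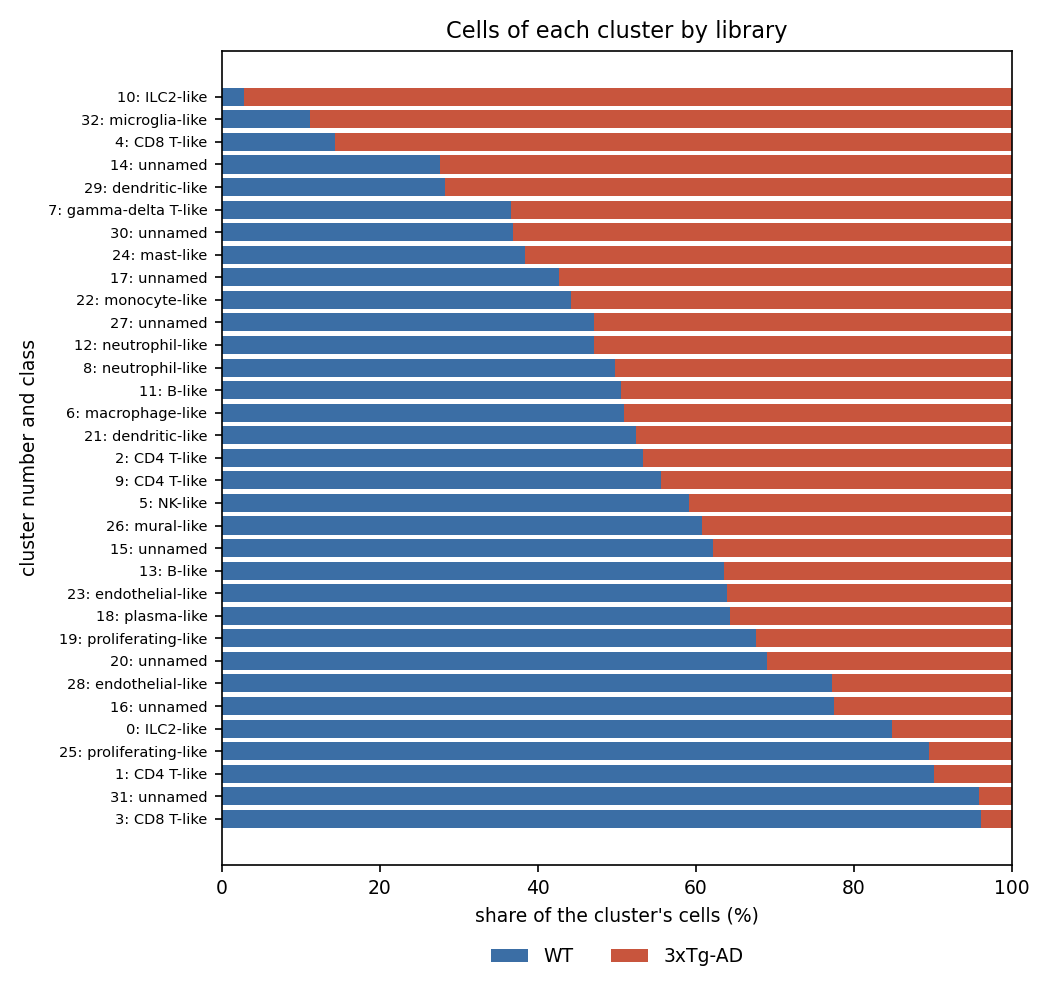
Share of each cluster's cells (percent) that came from the WT and the 3xTg-AD library, with clusters ordered by that share and labelled by number and class. At the ends are ILC2-like cluster 10, with 97.2% of cells from 3xTg-AD, and CD8 T-like cluster 3, with 96.1% from WT.

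In CD8 T-like cells, the genes that the study follows went both ways. Gzmk, which encodes granzyme K (ENSMUSG00000042385, chromosome 13, 113171608 to 113225908), was higher in the 3xTg-AD library, at 443 CPM (417 to 469.7) against 307 (288 to 326), a ratio of 1.44 (1.32 to 1.57). Eomes, a T-box transcription factor of effector and memory CD8+ T cells, was 55.5 CPM in WT and 410.3 in 3xTg-AD, a ratio of 7.39 (6.31 to 8.69), with a UMI in 125 of 913 and 350 of 571 cells before thinning. With each cell thinned the Eomes shares were 6.50% and 38.1%, against 0 of 343 and 0 of 336 neutrophil-like cells. Also higher were Prf1, which encodes perforin (63.0 and 121 CPM, ratio 1.92, 1.61 to 2.30), S1pr1, the receptor for exit from tissue (38.1 and 92.3, 2.42, 1.94 to 3.04), and Itgal, a chain of the integrin LFA-1 (395 and 556, 1.41, 1.31 to 1.52). Lower in 3xTg-AD were Gzma (62.7 and 14.2 CPM, ratio 0.226, 0.153 to 0.325), Gzmb (233 and 55.9, ratio 0.239, 0.198 to 0.287) and the chemokine receptor Cxcr6 (739.5 and 373, ratio 0.505, 0.468 to 0.545). Cd69 was close, at 591 and 667 CPM (1.13, 1.06 to 1.21). An unnamed cluster led by Gzma, S1pr5 and Gzmb, with 162 WT and 47 3xTg-AD cells, was not among the CD8 T-like cells. It carried Cd3e at 1159, Cd8a at 716 and Cd8b1 at 1106 CPM, and CD8 T was its best match. It stayed unnamed because its leading genes held more NK markers. Gzma, Prf1 and Eomes were NK markers in the naming, and Gzmk and Cxcr6 were CD8 T markers. All the values above, those of Gzma, Gzmb and Prf1 among them, therefore leave out these Gzma-rich cells. After thinning, 32.0% of WT and 43.0% of 3xTg-AD CD8 T-like cells had a Gzmk UMI. In neutrophil-like cells, which should lack it, 0 of 343 and 0 of 336 did, which allows a share of up to 1.07% and 1.09%. Median depth was 3455 and 4136 UMIs in the CD8 T-like cells and 3584 and 3166 in the neutrophil-like cells.

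**Figure D3:**
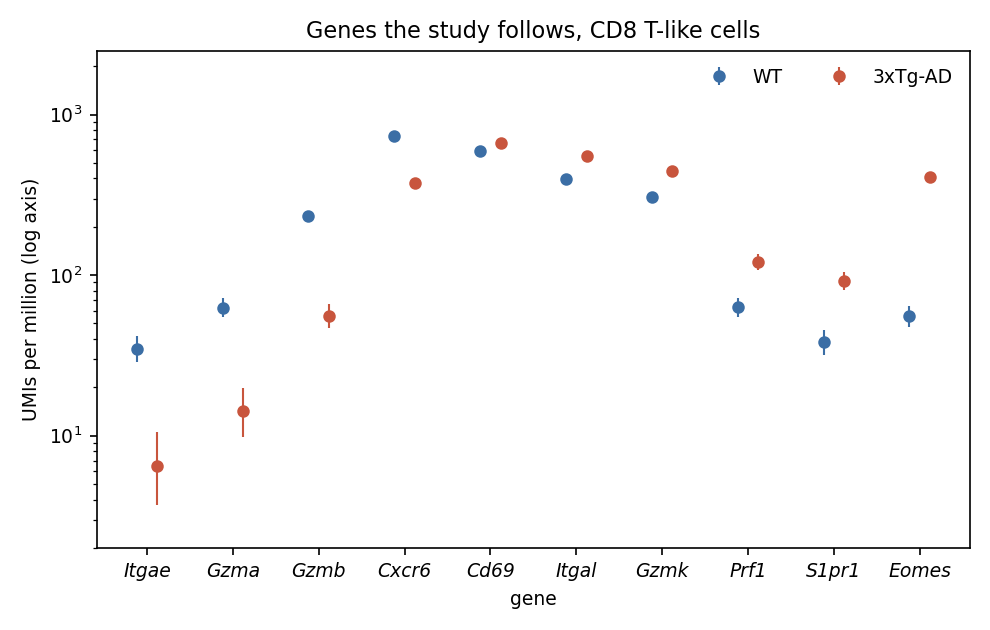
CPM (log axis) of 10 genes in the summed CD8 T-like cells of each library, with exact 95% Poisson intervals, ordered by the ratio of 3xTg-AD over WT. Itgae stands at 34.8 in WT and 6.48 in 3xTg-AD, and Eomes at 55.5 and 410.3.

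Itgae, which encodes CD103 (ENSMUSG00000005947, chromosome 11, 73090583 to 73147446), was 34.8 CPM (28.8 to 41.7, 116 UMIs) in WT and 6.48 CPM (3.70 to 10.5, 16 UMIs) in 3xTg-AD CD8 T-like cells, a ratio of 0.186 (0.103 to 0.315) and a log2 ratio of -2.43. After thinning, 3.53% (2.41 to 4.98, 31 of 877 cells) of WT and 0.722% (0.197 to 1.84, 4 of 554) of 3xTg-AD cells had an Itgae UMI. Neutrophil-like cells gave 0.292% and 0.298%, and the 3xTg-AD share lies within the interval of that background. At a mitochondrial limit of 5%, only 2 Itgae UMIs were left in the 3xTg-AD cells and the log2 ratio of Itgae in CD8 T cells was -4.90. The gene went the other way in gamma-delta T-like cells, at 46.9 and 89.5 CPM (ratio 1.91, 1.30 to 2.87), where thinned shares were 4.91% (2.14 to 9.44, 8 of 163) and 11.5% (8.05 to 15.8, 33 of 287), whose intervals overlap. Of all cells with an Itgae UMI, CD8 T-like cells were 32.4% of 222 in WT and 6.04% of 182 in 3xTg-AD, while gamma-delta T-like cells were 10.8% and 42.3%.

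Of the 5 CD8 subsets of the study, only the effector one was named among sub-clusters of the CD8 T-like clusters. All 8 sub-clusters, with 1484 cells, took over 80% of their cells from 1 library. The sub-cluster named effector had 260 WT and 7 3xTg-AD cells (28.5% and 1.23%), led by Socs2, Gzmb and Lgals3. Of the effector markers, only Zeb2 was among its 10 leading genes, which also included Itga1, so that name is uncertain. No sub-cluster was named CD103+ or CD103– Trm, so these clusters give no odds ratio of either. The naming score set a sub-cluster against all other CD8 T-like cells, so it could hardly name a subset that held most of them. The lack of a name therefore does not show that a subset was absent. A Harmony-type correction, added after these names were seen, gave an effector sub-cluster of 65 and 35 cells and again none named for either Trm subset. With the Gzma S1pr5 cluster counted in as well, the effector sub-cluster was led by Gzma, Cx3cr1 and S1pr5. It then held 162 WT and 59 3xTg-AD cells (15.1% and 9.55%). With the per-cell gate for CD8 T cells (1204 and 684 cells), the marker score gave 1 sub-cluster of 19 WT and 18 3xTg-AD cells (1.58% and 2.63%, odds ratio 1.69) the name CD103+ Trm, and with the Harmony-type correction 1 of 18 and 18 cells (odds ratio 1.78). Of its cells, 5 of 19 and 4 of 18 had an Itgae UMI without thinning, against 7.89% and 1.93% of CD8 T-like and 14.3% and 26.5% of gamma-delta T-like cells, also unthinned. Its 10 leading genes did not include Itgae but did include Rorc, Il17re and Blk, which also led the gamma-delta T-like cluster, so which of the 2 cell types it holds is uncertain. The same gate gave an effector sub-cluster of 150 and 26 cells, a central memory (Tcm) sub-cluster of 71 and 11 (odds ratio 0.261) and a proliferating Trm sub-cluster of 51 and 27. With the correction these held 141 and 45, 89 and 76 and 67 and 30 cells, so the Tcm odds ratio was then 1.57. In that setting CD103– Trm was the best match of several unnamed sub-clusters, with scores from 0.14 to 0.49, under the minimum of 0.5.

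Of the 20 genes named by rule in CD8 T-like cells, 10 were higher in 3xTg-AD. Sell, which encodes the lymph node homing receptor CD62L, was 4.80 CPM in WT and 58.3 in 3xTg-AD (ratio 12.1, 7.23 to 21.8). It had a UMI in 9 of 913 WT and 76 of 571 3xTg-AD cells. With the per-cell gate, the Tcm sub-cluster led by Sell held 71 WT and 11 3xTg-AD cells, or 89 and 76 with the correction. WT cells with Sell may therefore lie outside the CD8 T-like clusters. The values of Sell and of Dapl1, also a Tcm marker, may not describe all CD8 T cells. Slamf6 was 14.4 and 115 CPM (7.99), Nt5e, which encodes CD73, was 8.03-fold higher (20 and 119 UMIs), Myb was 2.70 and 40.5 CPM (100 UMIs in 55 of 571 3xTg-AD cells) and Dapl1 3.30 and 52.2 (15.8), whose 129 UMIs in 3xTg-AD came from 41 cells, with 34 from 1 cell. The others were Trim12a (4 and 380 UMIs, ratio 128, 49.7 to 473), Trim5 (0 and 101 UMIs, at least 45.4-fold higher, interval limit 36.3), AA465934 (32.1-fold), St6galnac2 (28.1-fold) and Ctse, which encodes cathepsin E (8.10 and 174 CPM, 21.4-fold). Lower in 3xTg-AD were Wls, which carries Wnt proteins to the cell surface, at 687 and 30.8 CPM (ratio 0.0448, 0.0352 to 0.0563), with a UMI in 730 of 913 and 64 of 571 cells. Lgals3, which encodes galectin-3, was 392 and 23.5 CPM (0.0599, 0.0452 to 0.0779) and Socs2 96.6 and 9.32 (0.0964). Xkr6, Ccdc136, Atp8a2 and Prelid2 had ratios from 0.0579 to 0.111. Gbp2b had 118 UMIs in WT and 1 in 3xTg-AD (ratio 0.0114, 0.000287 to 0.0650), Cd244a 102 and 2 (0.0265, 0.00316 to 0.0981) and Zfp990 101 and 0 (at least 24.9-fold lower, interval limit of the ratio 0.0502). The Trim, Gbp and zinc finger genes have near-identical paralogs among which reads can be split, so their single values are uncertain.

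Among the gene lists, genes of recirculation stood higher in the CD8 T-like cells of the 3xTg-AD library. Of its 10 measured members 8 were higher, with a median log2 ratio of 1.23 at the percentile 100. Klf2, a transcription factor that drives S1pr1, was 164 and 819 CPM, Il7r 165 and 376, and Tcf7 200 and 367. Left out of these recirculation values is the unnamed Gzma S1pr5 cluster, with 162 WT and 47 3xTg-AD cells. Its leading genes included the list members S1pr5 and Cx3cr1, so the list does not describe all recirculating CD8 T cells. The limit given above for Sell, another member, applies here too. Of 10 genes of exhaustion and inhibitory receptors 7 were higher (median 0.96, percentile 100), with Tox at 63.3 and 297 CPM, Nr4a2 at 196 and 471 and Ctla4 at 22.2 and 111, whereas Cd160 was 90.9 and 21.1. Interferon-stimulated genes were lower, 8 of 11 (median -0.54, percentile 0.41), with Zbp1 at 75.9 and 42.1 CPM and Bst2 at 134 and 91.5, while Ifi27l2a was 272 and 418. These values leave out unnamed cluster 15, led by Ifit1, Ifit3 and Isg15, with 153 WT and 93 3xTg-AD cells. CD8 T was its best match, with Cd8a at 343 and Cd4 at 223 CPM, so they do not describe all interferon-high CD8 T cells. Tissue residency (10 of 15 lower, median -0.29, percentile 6.61) and granzymes and cytotoxic effectors (8 of 15 lower, -0.21, percentile 13.3) lay within the central 95% of random lists. In the latter Ctsw was 905 and 401 CPM and Nkg7 2645 and 1809.5, whereas Ccl5 was 8712 and 9243, and the list's median was 0.060 at the 5% mitochondrial limit. Of the 3 measured genes of protease-activated receptors, F2r, which encodes PAR-1, was 83.7 and 135 CPM and F2rl1 had 40 and 12 UMIs, with a list median of -1.30 (percentile 2.25).

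Lists of handling stress and RNA quality also differed. In CD8 T-like cells 9 of 10 heat shock genes were higher in 3xTg-AD (median 0.81, percentile 100), with Hspa1b at 1375 and 4111 CPM. Empty droplets held Hspa1b at 1457 and 3589 CPM. Of 14 immediate early genes 12 were higher (0.53, percentile 99.99) and of 13 mitochondrially encoded genes 11 were (0.47, percentile 99.8). Ribosomal protein genes had a median of 0.18 (65 of 83 higher, percentile 99.9). MHC class II (4 of 6 higher, 0.67, percentile 99.9) and neutrophil granule genes (4 of 6 higher, 0.67, percentile 99.6), which T cells should carry little of, were higher as well, with S100a8 at 23.4 and 39.3 CPM in CD8 T-like cells and 2301 and 4370 CPM in empty droplets. The remaining lists lay within the central 95%. Their medians were -0.35 for proliferation, -0.28 for glycolysis, -0.18 for nuclear oxidative phosphorylation, -0.39 for host genes of the transgenes (5 of 5 lower, percentile 7.62) and -0.21 for adhesion and LFA-1. They were -0.17 for polymorphic immune families, -0.10 for interferon-gamma-inducible genes, -0.030 for the transcription factors named by the study, -0.0018 for lysosomal genes, 0.29 for pro-inflammatory cytokines, 0.19 for MHC class I and 0.26 for T helper genes.

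The comparison of the other 7 classes with at least 100 cells in each library asked which differences reached beyond CD8+ T cells. Itgal was higher in 3xTg-AD in 6 of them, with ratios from 1.496 (1.39 to 1.61) in CD4 T-like to 2.01 (1.78 to 2.28) in NK-like cells, and 0.990 in neutrophil-like cells, so its difference was not specific to CD8 T-like cells. Prf1 was higher also in NK-like cells (1.79, 1.497 to 2.15), and Eomes in CD4 T-like (14 and 36 UMIs, 4.61, 2.43 to 9.25) and NK-like cells (1.40, 1.12 to 1.74). Lgals3 was lower in 3xTg-AD also in gamma-delta T-like cells (869 and 31.2 CPM, ratio 0.0359, 0.0259 to 0.0488) and NK-like cells (309 and 41.3, 0.134, 0.0933 to 0.186), and Wls in NK-like cells (564 and 91.3, 0.162) and B-like cells (249 and 35.8, 0.144). St6galnac2 was higher in ILC2-like cells (1.31 and 258 CPM, 196-fold) and gamma-delta T-like cells (5.52 and 138, 25.0-fold), and in NK-like cells it had 0 and 108 UMIs (at least 54.7-fold higher, interval limit 43.7). In neutrophil-like cells Wfdc17 was 105 and 809 CPM (7.74, 6.55 to 9.18), and Lrmp, Atp6v1e1 and Scrg1 had ratios of 0.180, 0.215 and 0.227. In macrophage-like cells the interferon-induced Ifi44 (119 and 16.8 CPM), Hpgd, which breaks down prostaglandins (329 and 56.0), and Cyp4f18 (105 and 18.5) were lower. Gamma-delta T-like cells also had less Mtmr9 (0.0664) and Actn2 (0.181), NK-like cells less Mtmr9 (0.241), and B-like cells less AY036118 (0.214) and Tmem163 (0.234). In ILC2-like cells Rab6b had 2 and 98 UMIs (ratio 87.1, 23.5 to 729), Samd11 132 and 1 (0.0135, 0.000338 to 0.0763), Acss2 155 and 2 (0.0229, 0.00275 to 0.0842) and Zfp990 178 and 1 (0.00998, 0.000251 to 0.0563). In CD4 T-like cells AA465934 was higher (1.18 and 57.2 CPM), Mfsd4a lower (18.7 and 2.47), Gbp2b had 185 and 1 UMIs (0.00969, 0.000244 to 0.0546) and Zfp990 118 and 0 (at least 21.9-fold lower, interval limit of the ratio 0.0569). The rule also named 2 genes that rest on single cells: Gcg in CD4 T-like cells, whose 173 UMIs came from 1 of 695 cells, and Retnla in macrophage-like cells, where 198 of 202 UMIs came from 1 cell.

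Heat shock genes were higher in 3xTg-AD in most other classes, from 10 of 10 in gamma-delta T-like cells (median 0.89) to 7 of 10 in macrophage-like cells (0.34), and 0.088 in neutrophil-like cells. Immediate early genes were higher in 13 of 14 members in ILC2-like cells (median 0.81), with Nr4a1 at 179 and 1476 CPM, Zfp36 at 409.8 and 2821 and Junb at 1785 and 5082, and lower in 12 of 14 in neutrophil-like cells (-0.55, percentile 0.05), with Fos at 4163 and 2751. In B-like cells the median was 0.44, but -0.12 at the 5% mitochondrial limit. Pro-inflammatory cytokines and chemokines were lower in 12 of 13 members in neutrophil-like cells (-0.68, percentile 0.02), where Cxcl2 was 19344 and 11135 CPM and Il1b 9717 and 7831. They were higher in CD4 T-like cells (7 of 8, 1.12), where Ccl4 was 124 and 268 CPM while Tnf was 318 and 139, in macrophage-like cells (11 of 13, 0.37) and in NK-like cells (5 of 6, 0.75), where the median was -0.050 after thinning. Tissue residency genes were higher in gamma-delta T-like cells (11 of 12, 0.70, percentile 99.99) and NK-like cells (12 of 13, 0.67, percentile 100), with Rgs1 at 344 and 626 CPM and Cd69 at 369.8 and 599 in the former. In gamma-delta T-like cells Il17a was 88.3 and 276 CPM.

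**Figure D4:**
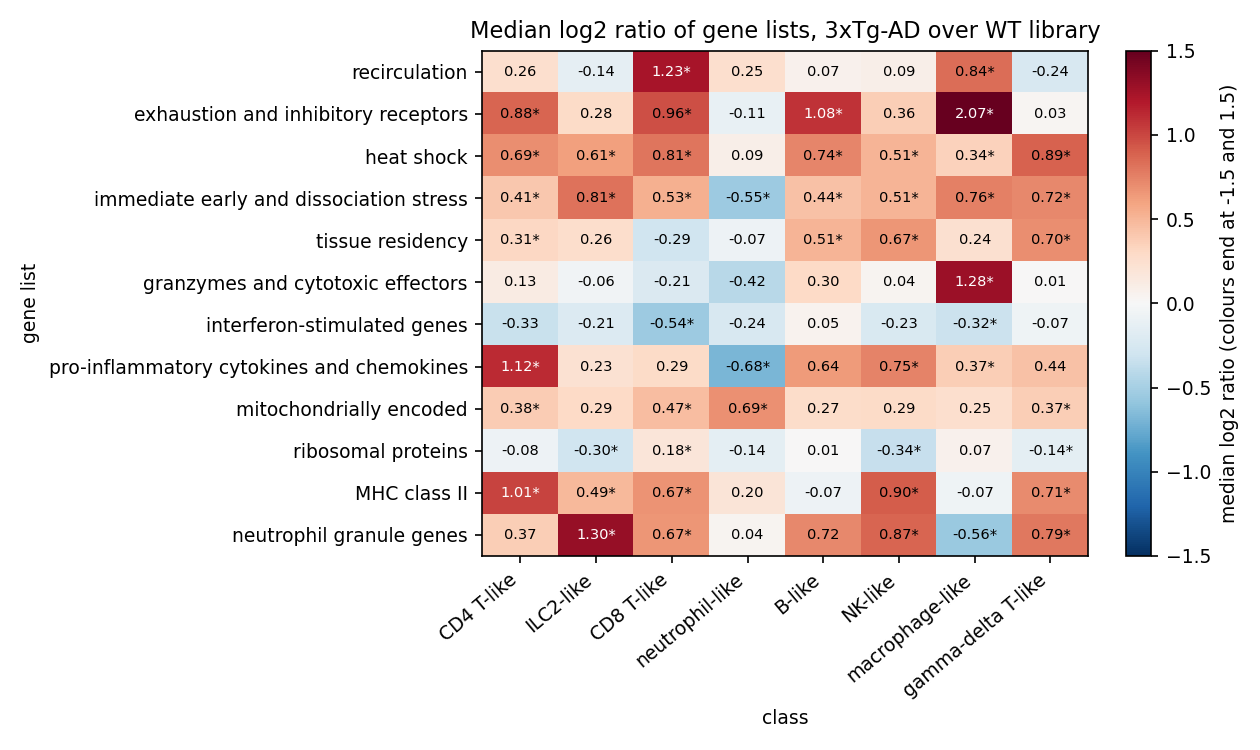
Median log2 ratio (3xTg-AD over WT) of 12 gene lists in the 8 classes with at least 100 cells in each library, as colour and number. A star marks a median outside the central 95% of 10000 random lists matched on expression, such as recirculation in CD8 T-like cells at 1.23 and pro-inflammatory cytokines in neutrophil-like cells at -0.68.

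Some genes were apart in every class. Of 4962 genes measured in all 8 classes, 8 differed at least 2-fold the same way in each: Ctse, Trim34a, Trim12a, Trim30d, Rpl29, BC018473 and Ighg2c were higher in 3xTg-AD and Dhrs3 lower. Only Ctse, Trim12a and Trim34a had been picked by the rule for named genes, and the other 5 were named after their values were seen. Trim34a, Trim12a and Trim30d lie together on chromosome 7, from 104244457 to 104507849. Trim12a had 20 UMIs in WT and 1644 in 3xTg-AD over the 8 classes, BC018473 10 and 6363, Ctse 186 and 2405, Rpl29 6774 and 15845 and Dhrs3 738 and 305. By class, Ctse was higher by 11.9-fold in neutrophil-like, 14.6-fold in B-like, 15.7-fold in gamma-delta T-like and 20.2-fold in NK-like cells, and had 1 and 155 UMIs in macrophage-like cells (ratio 95.1, 16.8 to 3780). Trim12a was higher by 72.8-fold in ILC2-like and 82.9-fold in CD4 T-like cells and at least 41.6-fold in neutrophil-like (interval limit 33.3) and 70.8-fold in B-like cells (57.0), where WT had 0 UMIs. With 1 to 3 WT UMIs, its ratio was 77.2 (13.6 to 3069) in gamma-delta T-like, 85.3 (15.1 to 3392) in macrophage-like and 83.6 (28.1 to 409) in NK-like cells. Trim34a was 20.7-fold higher in B-like cells. Reads of Rpl29, which has processed pseudogenes, can be shared with copies elsewhere, so its values are uncertain too.

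**Figure D5:**
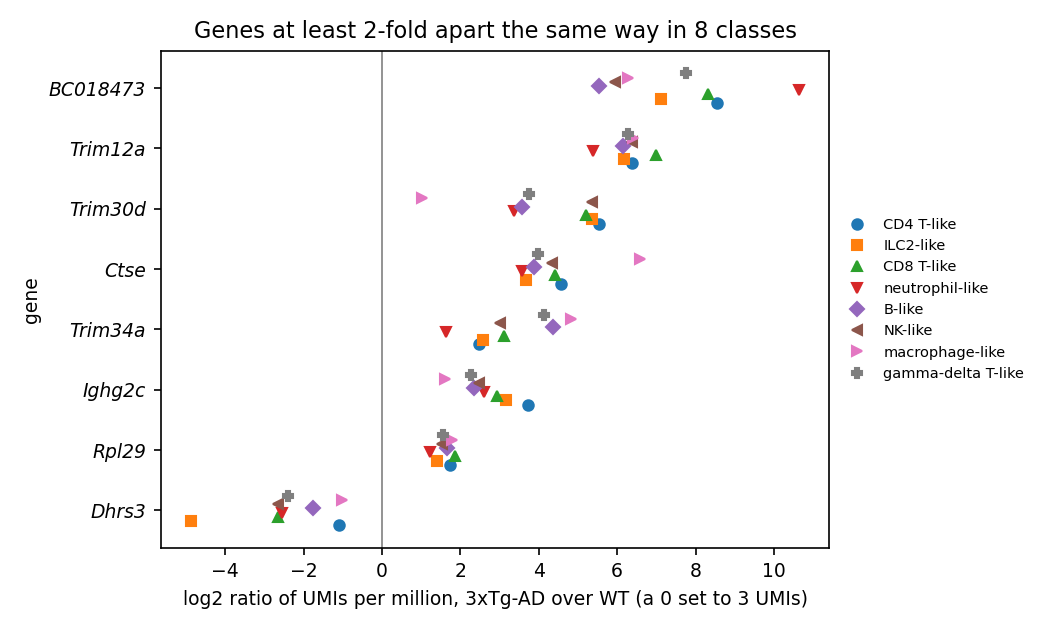
Log2 ratio of CPM, 3xTg-AD over WT, of the 8 genes at least 2-fold apart the same way in all 8 classes, 1 symbol per class (a count of 0 set to 3 UMIs). Trim12a lies at 5.38 in neutrophil-like cells and 6.19 in ILC2-like cells, and Dhrs3 between -4.87 and -1.01.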

Values the study reported

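The study pooled brain and meninges for its cell classes. It reported 13 cell types among CD45HIGH leukocytes and 3,098 CD8+ T cells, which were 19.06% of those leukocytes. Over both organs it reported shares of CD8+ T cells of 4.52% for Tcm, 11.43% for effector, 64.59% for CD103– Trm, 4.29% for proliferating Trm and 15.24% for CD103+ Trm cells. In the brain it reported CD103+ Trm shares of 27.44% in WT and 9.8% in 3xTg-AD mice, and CD103– Trm shares of 45.9% and 73.69%, with odds ratios of 0.29 and 3.30. In the meninges it reported CD103+ Trm shares of 11.97% in WT and 19.01% in 3xTg-AD mice, with an odds ratio of 1.72, and an odds ratio of 0.72 with a p of 0.09 for CD103– Trm cells. Flow cytometry in the study found no significant difference in meningeal CD103– Trm numbers. The study reported higher Gzmk in 3xTg-AD brains but not meninges. Its flow cytometry of granzyme K protein likewise found more CD103– Trm cells with granzyme K in the brain only. Here summed meningeal CD8 T-like RNA counts, from 1 library per strain, had higher Gzmk and lower Itgae in 3xTg-AD. Cells were called and named anew here, so these results are not like for like with the study's.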

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

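The tests of free RNA, of neighbouring genes, of depth for Itgae and of a whole cause for the separation of CD8 T-like cells were chosen after the results had been seen, and those of the excess over B-like cells were written before.

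Itgae had a log2 ratio of -2.43 in CD8 T-like cells but 1.10 in CD4 T-like and 0.93 in gamma-delta T-like cells, opposite directions under the same comparison, and these differences were not tested. The CD4 value sums clusters whose mix differed: Itgae was 47.9 CPM in the Foxp3 cluster 9, with 231 of 1534 WT and 185 of 695 3xTg-AD cells, and 3.62 and 3.68 CPM in clusters 1 and 2. Thinned CD4 shares with an Itgae UMI, 1.71% (1.11 to 2.52) and 2.58% (1.51 to 4.10), overlap. Lower depth cannot account for the CD8 difference, because the median UMIs per CD8 T-like cell of 3xTg-AD were 1.20 times (1.15 to 1.25) those of WT. A first depth test, the log2 ratio after thinning, gave -2.07 with limits of -3.60 to -0.83. Itgae thus stayed lower in 3xTg-AD at equal depth, though the wide limits do not settle how far depth shifts the value. Free RNA does not explain the WT level either: 3.53% of thinned WT CD8 T-like cells had an Itgae UMI, with a lower limit of 2.41% above the upper limit of 1.61% in neutrophil-like cells. Strain and genotype cannot be told apart from chance differences between pools, since there was 1 library per group, and a biological difference may remain.

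CD8 T-like cells of the libraries lay in different clusters, and 90.7% of their 15 nearest neighbours came from their own library (50% by chance), against 85.3% for B-like, 86.8% for gamma-delta T-like, 83.0% for CD4 T-like, 81.2% for NK-like and 80.01% for neutrophil-like cells. Without the 98 genes that differed the same way in B-like, neutrophil-like and macrophage-like cells the share was 87.8%, and with each cell thinned 81.2%. Both stay far above chance, which excludes those genes and depth as the whole cause but not as a part of it. Genes that went another way in neutrophil-like cells, where immediate early genes had a median log2 ratio of -0.55, were not among the 98. Such differences between the libraries were not tested. The excess over B-like cells was 5.40 points with all genes, 5.30 without the 98 genes and 9.30 after thinning. The bound of 10 points set beforehand was above the starting excess, so that test decides nothing, though thinning did not shrink the excess. With 1 library per group, strain or genotype as a source cannot be told apart from a difference between pools.

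Of 9105 genes measured in at least 4 classes, 78 were at least 2-fold apart the same way in 80% of their classes or more, 38 higher and 40 lower in 3xTg-AD. Free RNA cannot explain the set as a whole, since the median ratio of the level in cells to that in empty droplets was 1.35, above the bound of 0.5. For the immunoglobulin genes Ighg2b and Ighg2c that ratio was 0.0113 and 0.0120, as free RNA would give. Of the 78 genes, 24 lay within 1 Mb of another, against a median of 10 and an upper limit of 18 in 10000 random sets, which is consistent with stretches of the genome that differ between the strains as a candidate explanation for part of the set. Genes with no such neighbour are not covered by it.

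Other results went opposite ways in different classes, and none of these differences was tested. Cxcr6 had a log2 ratio of -0.99 in CD8 T-like cells against 0.93 in ILC2-like and 0.67 in NK-like cells. Few cells gave its other 2 values: 2.01 in macrophage-like cells (9 of 243 WT and 20 of 234 3xTg-AD cells) and 2.29 in neutrophil-like cells (4 cells in each library). Interferon-gamma-inducible genes had a median of -0.42 in gamma-delta T-like and 0.54 in B-like cells. Immediate early genes had a median of -0.55 in neutrophil-like cells and 0.41 to 0.81 in the other 7 classes. Pro-inflammatory cytokines and chemokines had a median of -0.68 in neutrophil-like cells and 0.37 to 1.12 in CD4 T-like, NK-like and macrophage-like cells. Polymorphic immune families had a median of -0.60 in gamma-delta T-like and 0.40 in B-like cells. Ribosomal protein genes had medians of -0.30 in ILC2-like and -0.34 in NK-like against 0.18 in CD8 T-like cells.

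The contents of empty droplets also differed between the libraries. Hspa1b was 3589 CPM in those of 3xTg-AD and 1457 in WT, S100a8 4370 and 2301, and Gm42418, which overlaps ribosomal RNA sequence, 25021 and 65569.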

How the results depend on the processing

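Among the results here, the CD8 odds ratio with an Itgae UMI and the clustering without library-wide genes, with a naming margin of 0.5 and with the Gzma S1pr5 cluster were chosen after the data were seen. The odds ratio of CD8 T cells was 0.892, and 1.20 (0.999 to 1.44) with a mitochondrial share at most 5% (837 of 4726 and 421 of 2049 cells) or 1.34 (1.16 to 1.55) with a mitochondrial share at most 20% (854 3xTg-AD cells, from 3 clusters). The other alternatives gave 0.789 (0.681 to 0.914, per-cell gate) to 0.936, with 0.805 (0.690 to 0.937) with the Gzma S1pr5 cluster, so its direction depended on the settings. The log2 ratio of Gzmk in CD8 T cells was 0.53, 0.35 at the 20% limit and 0.45 to 0.62 elsewhere. The log2 ratio of Itgae in CD8 T cells was -2.43, -4.90 at the 5% limit (2 UMIs in 3xTg-AD) and -1.84 to -2.89 elsewhere. The odds ratio of CD8 T cells with an Itgae UMI, measured after thinning, was 0.198 (0.0377 to 0.757) and 0.0665 to 0.223 elsewhere, with no value at the 5% limit. Of other results first seen beyond counting error or outside the central 95% of random lists, 3 changed direction: immediate early and dissociation stress in B cells (0.44) at the 5% limit (-0.12), the odds ratio of dendritic cells (1.67) with each library clustered on its own (0.919) and pro-inflammatory cytokines and chemokines in NK cells (0.75) with each cell thinned (-0.050). The cause was not tested. Of 618 values for 62 named genes, all kept their direction and 42 moved beyond counting error. These genes were picked for the most extreme ratios in the same counts, so their direction could hardly turn. They include Gcg and Retnla, which rest on single cells, so that count does not show that the differences are robust. Of 516 values for 52 list medians 485 kept their direction, and of 110 values for 14 other odds ratios 100 did. The median log2 ratio of all genes, which scaling by the median of gene ratios sets to 0, was -0.088 in CD8 T-like, -0.18 in neutrophil-like and 0.13 in NK-like cells. No sub-cluster of the CD8 T-like clusters was named CD103+ or CD103– Trm in the first run or its 8 repeats. All runs used the same naming score, which can hardly name a subset that holds most of the cells. The repeats therefore do not show that either subset was absent. The per-cell gate gave an odds ratio of 1.69 for its CD103+ Trm-named sub-cluster, and 1.78 with the Harmony-type correction, which was also added later. No paired analysis was possible because each group had 1 library. Depth limits Itgae, with 16 UMIs in 3xTg-AD CD8 T-like cells.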

Other observations

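The gene lists were fixed beforehand, but which values to describe in this part was chosen after the results had been seen.

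Several gene groups outside the CD8 T-like cells were apart. In B-like cells 7 of 9 proliferation genes were higher in 3xTg-AD (median log2 ratio 1.13, percentile 100), with Mcm2, a helicase subunit, at 12.2 and 36.5 CPM, Top2a at 16.3 and 35.8 and Pcna at 78.0 and 113, and 11 of 12 MHC class I genes were higher (0.37, percentile 99.03). These are sums over 2 B-like clusters of 189 and 185 and of 197 and 113 cells, and the proliferating cluster led by genes of germinal centre B cells, with 51 WT and 6 3xTg-AD cells, lies outside the class, so the proliferation values do not describe all cycling B cells. In CD4 T-like cells 8 of 9 genes of exhaustion and inhibitory receptors were higher (0.88, percentile 100), among them Ctla4 at 197 and 361 CPM, while Cxcr3, a receptor of Th1 cells, was 406 and 209. These are sums over CD4 T-like clusters whose mix differed between the libraries, and levels within a cluster were not compared. In ILC2-like cells ribosomal protein genes (64 of 83 lower, -0.30), nuclear oxidative phosphorylation (20 of 25 lower, -0.27, percentile 0.30) and glycolysis (14 of 15 lower, -0.27, percentile 2.04) were lower together, and Gata3, the transcription factor of type 2 lymphocytes, was 989.7 and 1831 CPM. Lysosomal and lipid-associated genes were lower in neutrophil-like cells (8 of 10, -0.51, percentile 0.63) and evenly split in macrophage-like cells (7 of 14 higher, -0.044). In macrophage-like cells the border-associated macrophage genes were also split (5 of 10 higher, 0.077, percentile 67.0), Cxcl9 was 30.1 and 107 CPM and Cxcl10 340.1 and 649, both induced by interferon-gamma, while 9 of the 14 genes of that list were lower (-0.29, percentile 1.45).

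Macrophage-like cells of 3xTg-AD also had higher medians for lists of T cell genes: 2.07 for exhaustion and inhibitory receptors, 1.96 for T helper genes and 1.28 for granzymes. T cell genes in this class came from few cells of the 3xTg-AD library: Gzmk had 34 UMIs in 12 of 234 cells, Eomes 29 in 10 and Cxcr6 79 in 20. Median depth in macrophage-like cells was 4393 UMIs in WT and 6884 in 3xTg-AD. The residency cytokines named by the study could be measured in CD4 T-like (median 0.027), neutrophil-like (-0.61, 3 members) and macrophage-like cells (-0.11), and stromal background in macrophage-like cells (0.39, 4 members, percentile 89.0). Platelet background had fewer than 3 measured members in each class.

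Of the 8 unnamed clusters, cluster 14 held 68 WT and 178 3xTg-AD cells and was led by myeloid genes (Tgfbi, Ccl9, Ptgs2, Lyz2). Cluster 14 was shallow, at a median of 2235 and 1276.5 UMIs against 3615 and 4085 in all cells kept. It also carried Cd3e at 311 and S100a8 at 3415 CPM, so which cells it holds is uncertain. Cluster 15 held 153 and 93 cells led by interferon-stimulated genes (Ifit1, Ifit3, Isg15). Cluster 15 also carried the T cell gene Cd3e, at 897 CPM. Cluster 16, with 162 and 47 cells, was led by Gzma, S1pr5 and Klrg1, and cluster 31 held 23 and 1. Median depth in the WT cells of cluster 31 was 727 UMIs. Non-leukocyte classes were present in both libraries: endothelial-like cells were 1.48% and 0.989%, and mural-like cells, led by Ttr, Acta2 and Dcn, 0.566% and 0.531%. A proliferating cluster led by Mef2b, Rgs13 and Aicda, genes of germinal centre B cells, held 51 WT and 6 3xTg-AD cells.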
